A study of Homo sapiens with 8 samples. Its data were reported in "O-GlcNAcylation controls pro-fibrotic transcriptional regulatory signaling in myofibroblasts" (2024).

How the data were processed

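Messenger RNA was measured by RNA sequencing in the human hepatic stellate cell line LX-2. The cells grew in medium with 5% serum and received vehicle (control) or the OGT inhibitor OSMI-1 at 50 µM (OGTi) for 24 h. Each group had 4 libraries from biological replicates. Libraries were made from polyadenylated RNA with a strand-specific protocol and read from both ends.

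The authors aligned the reads to the human genome hg38 with Bowtie2 and counted them per gene with RSEM. The authors' deposited count files, 1 per library, hold expected counts, which are estimated counts in which RSEM shares a read with several alignments between genes. These values are not scaled for depth. Between 12.9% and 16.3% of the genes of a library had a fractional value. The authors also deposited a comparison table made with DESeq2. In that deposited table the change is given as a log2 fold change of OGTi over control with its standard error, and the Wald statistic is given as a score. The deposited p-values are the Wald p-value and its Benjamini-Hochberg adjusted form. The genes are named by symbols, of which some are older forms, and 41 of 16796 are bare numbers. Positions were taken from GENCODE release 44 on GRCh38 (hg38) by symbol, current or older, and 16241 of the 16796 genes matched. GC content and transcript length came from the same annotation and were available for 97.3% of the genes tested. The files held 0 genes encoded by the mitochondrial genome.

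The expected counts were rounded to whole numbers, and genes with a total under 10 counts over the 8 libraries were left out. The remaining 14895 genes were compared in R 4.3.3 with the Wald test of DESeq2 1.42.0. Size factors were medians of ratios, replicate number entered the model as a block beside treatment, independent filtering was on and fold changes were not shrunken. A gene was called when its Benjamini-Hochberg adjusted p-value (q) was 0.05 or lower. All 8 libraries shared a single estimate of dispersion per gene. The block follows the study's methods, which pair the treated and the control sample of the same replicate. The pairing was checked with the Pearson correlation across 10994 genes of the deviations from the group mean. For replicates 1 to 4 it was 0.372, 0.391, 0.165 and 0.327 between libraries of the same number, and genes are not independent replicates. Control replicate 3 was closer to OGTi replicate 4 (0.343) than to OGTi replicate 3, so the order of these replicates rests on the labels and the methods. Normalized counts are counts divided by the size factor, given as mean ± SD over 4 libraries, and log2 fold changes are given with their standard error from the model.

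The genes named were those of 3 rules. The first comprised 21 genes fixed by name. The second took the 6 largest rises and the 6 largest falls in log2 fold change among called genes with a mean of at least 100 normalized counts and the same direction in all 4 pairs, leaving out genes named only by a number or a LOC identifier. The last took, for each gene list past its threshold, the 3 members with the largest absolute Wald statistic. A gene named outside these rules is said to have been chosen after its values were seen.

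Gene lists were tested by pre-ranked enrichment with fgsea 1.28.0 on the log2 fold changes, with 10000 gene permutations, a smallest list of 10 genes and adjustment within each of 3 families. The result for a list is its normalized enrichment score (NES). The fibrosis family held the lists fibrogenic MF-HSC, liver fibrosis matrisome, liver fibrosis, MF cell identity, and heart, kidney and lung fibrosis. The OGT family held genes lowered and genes raised by OGT silencing in LX-2 cells, human counterparts of genes lowered and raised by OSMI-1 in mouse stellate cells, and genes linked, by distance to a promoter or by predicted promoter contact, to regions that lost the histone mark H3K27ac under OSMI-1 in LX-2 cells. These lists came from the study, were measured in samples other than the 8 libraries, and hold gene names only. The pathway family held YAP/TEAD targets, S phase, G2/M phase, ATF4 targets, NRF2 targets, cholesterol synthesis, p53 targets and O-GlcNAcylated transcriptional regulators, of which the last came from the study and the others from general knowledge of the field. Fewer than 80% of the listed genes were tested for H3K27ac loss (60.9%), heart, kidney and lung fibrosis (59.5%), liver fibrosis matrisome (74.7%) and mouse raised (78.2%). Each list's median log2 fold change was compared with 10000 random lists matched on mean expression. Because gene permutation ignores the correlation between genes, camera with a preset correlation of 0.01, camera with an estimated correlation, and fry were run with limma 3.58.1.

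Principal components were computed from log2 CPM values (counts scaled to a common library total) with a pseudocount of 1 and TMM factors over the 500 most variable genes. The difference between groups in each component was tested with a two-sided exact permutation test over 70 relabelings, which ignored the pairing by replicate. The comparison was tested on simulated data with 4 pairs in which 200 of the 14895 genes were changed, far fewer than were called in the data. The changed genes were drawn only from genes above a minimum mean count, so the recovery does not cover weakly expressed genes. DESeq2 with the block recovered 81.0% of them with 2 false calls among 164 calls, and 74.0% without the block. With the block it recovered 97.0% of the log2 changes of 1 or more and 48.5% of the smaller ones, which all had the same absolute size. Without the block these shares were 96.3% and 28.8%. The quasi-likelihood test of edgeR 4.0.16 recovered 83.5% with 8 false calls among 175. A simulated list shifted by -0.50 was found by all 4 list tests. Of 20 random lists, fry called 2 and each of the other tests 0. The genes were simulated independently and only the shifted list was changed. These results therefore do not show how the list tests behave with correlated genes or with many changed genes, as in the data. A simulated GC trend with no changed gene gave 6266 calls before and 0 calls after the trend was removed.

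The tests, gene names, lists and alternatives were chosen before the data were examined. The exceptions were the random lists, the removal of trends with GC content, transcript length and genomic span, and the tests named in the closing parts. Many of the genes and lists were chosen from the study, however. Its paper had already reported enrichment of the fibrosis lists and the H3K27ac list in this same LX-2 experiment. The results for those lists are therefore not blind to the outcome. The alternatives were no replicate block, edgeR with and without the block, TMM or upper-quartile factors, no filter on low counts, a filter of 10 counts in at least 4 libraries, independent filtering off, counts thinned to the smallest total, leaving out each replicate number in turn, other rankings and tests for the lists, and other gene numbers and transformations for the components. The mitochondrial match used blastn 2.17.0, and plots were drawn in Python with matplotlib. The raw reads were not used here.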

Results

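The transcriptome of LX-2 cells, a human line of activated hepatic stellate cells (HSCs) used as a model of liver myofibroblasts (MFs), was measured with and without inhibition of O-GlcNAc transferase (OGT). OGT attaches the sugar O-GlcNAc to intracellular proteins, and OSMI-1 is a small molecule that inhibits the enzyme. There were 4 control and 4 OGTi libraries. The control libraries held 27074329, 28201215, 24166756 and 26474034 counts for replicates 1 to 4, and the OGTi libraries held 27638478, 25529540, 26642719 and 25027759. At least 10 counts were reached by 12829 to 13180 genes per library. The 10 most abundant genes took 5.15% ± 0.13 of the counts in OGTi libraries and 5.62% ± 0.34 in control libraries (SD, n = 4 each). Every pair of libraries of the same group differed by more than counting error, with a chi-square of 8.66 to 36.2 per degree of freedom, so no library was a copy of another. The labels named no sequencing batch. The comparison of OGTi with control asked how inhibition of OGT changes the myofibroblast expression programme, in particular the collagen genes and the regulators BNC2, TEAD4 and YAP1.

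Treatment separated the libraries along the first principal component, which held 85.0% of the variance of the 500 most variable genes. The difference between groups in this component had a two-sided exact permutation p of 0.0286, the smallest that 4 against 4 libraries allow, and a q of 0.0857 over the 3 components tested. The second component held 4.77% (exact p of 0.886, q of 1) and separated libraries by replicate number. Replicate 1 had the highest score in both groups, and replicates 3 and 4 had the lowest. The third component held 3.92% (exact p of 1). The share of the first component ranged from 67.2% with all tested genes to 95.1% with replicate means subtracted. Its permutation p was 0.0286 under each alternative. The relabelings ignored the pairs, so this p is not exact for the setting with replicate means subtracted.

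**Figure D1:**
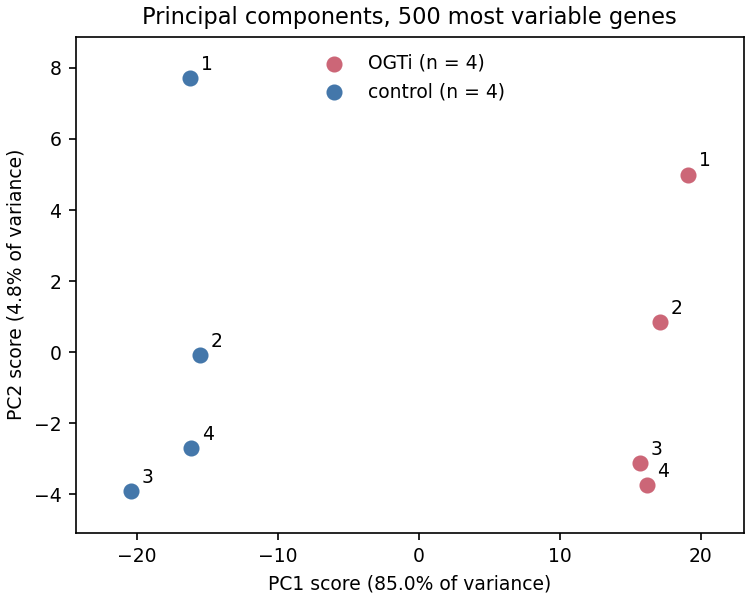
Scores of the 8 libraries on the first (x axis) and second (y axis) principal components, in arbitrary units, with the replicate number beside each point. The control libraries sit between -20.4 and -15.5 on the first component and the OGTi libraries between 15.7 and 19.1.

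DESeq2 called 6541 genes, which was 46.6% of the 14028 genes with a q. Of these, 3181 were higher and 3360 were lower in OGTi cells. The change was in the same direction in all 4 pairs for 6298 of the called genes (96.3%). The median absolute log2 fold change of the called genes was 0.52, and 1200 called genes changed at least 2-fold, 572 upward and 628 downward. The median log2 fold change over all tested genes was 0.00. Median-of-ratios scaling centres the typical gene, so this value cannot show whether total RNA output changed. The alternative that moved the count most was leaving out replicate 2, which gave 5127 genes. The authors' deposited table listed the same 14895 genes and the same 6541 calls, with log2 fold changes that differed by at most 8.7e-10. The fit used the count filter, pairing and threshold of the study's methods, so this match is not an independent check of that table.

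Of the 21 genes fixed by name, 19 were called, 16 lower and 3 higher, and 19 were called when adjusted over the list alone. OGT (chromosome X, 71533087 to 71575892) encodes the enzyme that OSMI-1 inhibits. Its normalized count was 5636 ± 260 in control and 4146 ± 477 in OGTi cells (SD, n = 4 each), a log2 fold change of -0.45 ± 0.09 (DESeq2 q of 1.48e-06). OGA (chromosome 10, 101784443 to 101818465), which encodes the enzyme that removes O-GlcNAc, fell from 3159 ± 423 to 904 ± 85, a log2 fold change of -1.80 ± 0.09 (DESeq2 q of 1.69e-92). Both genes were lower in all 4 pairs. Among the alternatives, the change of OGT moved most without replicate 2 (-0.35), and that of OGA moved most without replicate 3 (-1.73).

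The 4 collagen genes fixed by name were lower in every pair. COL1A1 (chromosome 17, 50184101 to 50201632) had 84778 ± 5373 normalized counts in control and 43931 ± 5335 in OGTi cells, a log2 fold change of -0.95 ± 0.07 (DESeq2 q of 1.15e-36). COL1A2 (chromosome 7, 94394895 to 94431227) fell from 7891 ± 1551 to 2991 ± 490 (-1.39 ± 0.10, q of 2.77e-40). COL3A1 (chromosome 2, 188974373 to 189012746) fell from 5102 ± 1370 to 884 ± 119 (-2.50 ± 0.11, q of 3.36e-112). COL5A2, which neighbours COL3A1, had a log2 fold change of -1.08 ± 0.07 (q of 1.43e-52). ACTA2, the smooth muscle actin gene used as a myofibroblast marker, had a log2 fold change of -1.75 ± 0.16 (q of 3.45e-27). Its count in control replicate 2 was 254 against 818 to 920 in the other controls, and without that replicate its log2 fold change was -1.94 ± 0.15.

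The regulators named by the study were lower in all 4 pairs. BNC2 (chromosome 9, 16409503 to 16870843) fell from 936 ± 90 to 605 ± 96 normalized counts, a log2 fold change of -0.64 ± 0.13 (DESeq2 q of 2.37e-06). TEAD4 (chromosome 12, 2959330 to 3040676) fell from 2102 ± 57 to 1565 ± 190 (-0.43 ± 0.09, q of 4.65e-06). YAP1 (chromosome 11, 102110447 to 102233424) fell from 4497 ± 317.4 to 3185 ± 249 (-0.50 ± 0.08, q of 1.63e-08). The other TEAD genes were lower as well, with log2 fold changes of -0.54 for TEAD1, -0.60 for TEAD2 and -0.55 for TEAD3. WWTR1, the paralog of YAP1 that encodes TAZ, was higher in all 4 pairs (0.34 ± 0.09, q of 0.000670), and its q was 0.0553 in edgeR without the block. The 3 YAP1 target genes fixed by name did not share a direction. CCN1 (CYR61 in the files) fell (-1.15 ± 0.16, q of 2.65e-11). CCN2 (CTGF in the files) was not called (0.22 ± 0.23, q of 0.457), and was higher in 3 of 4 pairs. Its value rested on single replicates, at 0.05 without replicate 2 (q of 0.759) and 0.38 without replicate 4 (q of 0.00243). ANKRD1 was lower in 3 of 4 pairs (-0.30 ± 0.10, q of 0.00565) and was not called without the block (q of 0.136 in DESeq2 and 0.158 in edgeR) or without replicate 4 (-0.22, q of 0.116).

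**Figure D2:**
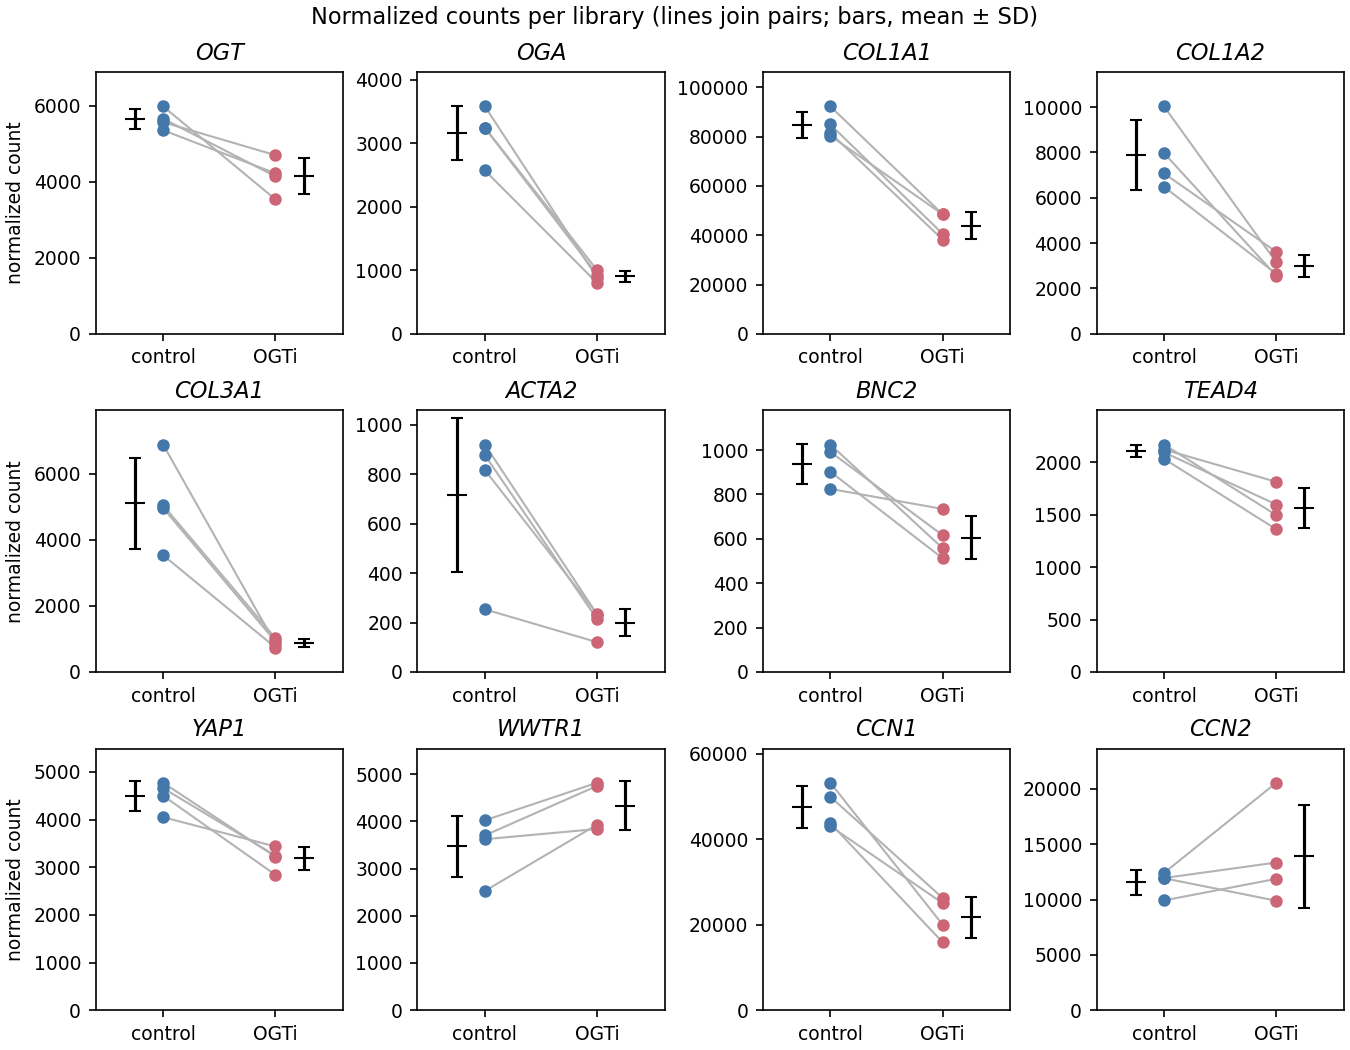
Normalized counts (y axis) of 12 genes in the 4 control and 4 OGTi libraries, with lines joining libraries of the same replicate number and bars at the mean ± SD. COL3A1 fell from 5102 to 884 on average, WWTR1 rose in each pair, and CCN2 had no common direction.

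PPARG, a regulator that deactivates myofibroblasts, was expressed at a low level and was lower in OGTi cells, at 10.998 ± 5.6 against 49.1 ± 18.9 normalized counts (DESeq2 log2 fold change of -2.22 ± 0.45, q of 5.70e-06). CDKN1A, which encodes the cell-cycle inhibitor p21, rose from 1297 ± 240 to 4873 ± 857 (1.91 ± 0.08, q of 1.91e-134), and control replicate 4 had 1653 against 1138 to 1218 in the other controls. Of the genes often used as references for quantitative PCR, PPIA was not called (-0.10 ± 0.07, q of 0.256), while TBP was called higher (0.30 ± 0.11, q of 0.0162). TBP was not called without replicate 1 (0.25, q of 0.114) or without replicate 3 (0.22, q of 0.169).

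The 6 largest rises by the naming rule were those of PIPOX (log2 fold change of 4.08 ± 0.32), NGFR (3.96 ± 0.13), TM7SF2 (2.80 ± 0.13), SYP (2.71 ± 0.22), TLCD1 (2.63 ± 0.24) and PDE2A (2.61 ± 0.34). PIPOX (chromosome 17, 28950513 to 29057216) went from 11.6 ± 4.5 to 193 ± 50 normalized counts. The 6 largest falls were those of DIO2 (-6.16 ± 0.31), NPPB (-5.79 ± 1.06), MSTN (-4.06 ± 0.31), RTL3 (-3.58 ± 0.23), TGFB2 (-3.54 ± 0.09) and EDN1 (-3.40 ± 0.17). DIO2 (chromosome 14, 80197526 to 80387757) went from 4138 ± 720 to 60.9 ± 28.9. MSTN had 1872 normalized counts in control replicate 3 against 1115 to 1158 in the other controls. NPPB had 0 counts in OGTi replicate 1, and without that replicate its log2 fold change was -4.79 ± 0.67. TGFB2 (chromosome 1, 218345336 to 218444619), which encodes a ligand of the TGF-beta pathway, went from 9884 ± 1895 to 863 ± 223.

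All 5 fibrosis and myofibroblast lists were shifted toward lower expression, with a negative median in each of the 4 pairs. The 126 genes of the MF cell identity list had a median log2 fold change of -0.40 and an NES of -1.95 (permutation q of 0.000489). On this list 75 genes were called lower and 21 higher, against 77 and 21 when adjusted over the list alone. The 141 fibrogenic MF-HSC genes had a median of -0.31 (NES of -1.65, permutation q of 0.000924) with 65 called lower and 29 higher, or 67 and 29 adjusted over the list alone. The liver fibrosis list had 59 genes with a median of -0.25 (NES of -1.80, permutation q of 0.000489), of which 26 were called lower and 13 higher, with equal numbers when adjusted over the list alone. The 88 genes tested of the heart, kidney and lung fibrosis list had a median of -0.40 (NES of -1.53, permutation q of 0.0118). Of these, 35 were called lower and 9 higher, or 35 and 10 adjusted over the list alone. The 53 genes tested of the liver fibrosis matrisome had a median of -0.31 (NES of -1.41, permutation q of 0.0413). Of these, 26 were called lower and 8 higher, or 26 and 10 adjusted over the list alone. The matrisome list passed neither without replicate 1 (q of 0.0763) nor without replicate 4 (q of 0.123), nor with the ranking from edgeR (q of 0.0701) or from the fit without the block (q of 0.0774). Among all tested genes 22.6% were called lower and 21.4% higher. The members with the largest statistics were EDN1, FSTL1 and ARSI for fibrogenic MF-HSC, and COL3A1, CXCL12 and COL5A2 for the matrisome. They were DAB2, COL12A1 and COL8A1 for liver fibrosis, and TGFB2, PAPPA and EDN1 for MF cell identity, all of them lower. For heart, kidney and lung fibrosis they were NGFR, which rose, and COL3A1 and DIO2, which fell. The alternative that moved this family most was camera with an estimated correlation, under which 0 of 5 lists passed.

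The lists from other experiments on OGT inhibition moved in the listed direction. Genes lowered by OGT silencing in LX-2 cells had a median log2 fold change of -0.21 over 499 genes (NES of -1.75), with 213 called lower and 103 higher, or 215 and 105 adjusted over the list alone. Genes raised by OGT silencing had a median of 0.14 over 500 genes (NES of 1.497), with 176 called higher and 91 lower, or 179 and 91 adjusted over the list alone. The 408 genes tested whose mouse counterparts were lowered by OSMI-1 in mouse stellate cells had a median of -0.44 (NES of -2.29). Of these, 48.5% were called lower and 8.33% (34 genes) higher, and 202 were lower and 34 higher when adjusted over the list alone. The 391 genes tested with raised mouse counterparts had a median of 0.42 (NES of 2.20), with 164 called higher and 38 lower, and equal numbers adjusted over the list alone. The 1085 tested genes linked to regions that lost H3K27ac had a median of -0.23 (NES of -2.14). Of these, 482 were called lower and 205 higher, or 492 and 207 adjusted over the list alone. The permutation q was 0.000234 for each of these 5 lists, the smallest that the permutations gave in this family, and 0 permutations were as extreme for any of them. Each median had the same direction in all 4 pairs. The members with the largest statistics were IGFBP5, COL3A1 and MYADM for the silencing-lowered list, SLC3A2, CDKN1A and TM7SF2 for the silencing-raised list, ADAMTS5, CCBE1 and PHF19 for the mouse-lowered list, SLC3A2, TM7SF2 and HMOX1 for the mouse-raised list, and IL7R, TGFB2 and OXTR for H3K27ac loss. With camera and an estimated correlation, 3 of the 5 lists passed, namely silencing-raised (q of 0.0473), mouse-lowered (q of 0.0250) and mouse-raised (q of 0.0285).

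Of the pathway lists, the 21 YAP/TEAD targets had a median log2 fold change of -0.43 (NES of -1.82, permutation q of 0.00353). Of these, 16 were called lower and 1 higher, or 17 and 1 adjusted over the list alone, and TGFB2, F3 and CCDC80 had the largest statistics, with F3 lower in OGTi replicate 1 (2562 normalized counts) than in the other OGTi libraries (4176 to 4475). The 54 G2/M genes had a median of -0.65 (NES of -2.30, permutation q of 0.000809). Of these, 50 were called lower and 1 higher, or 51 and 1 adjusted over the list alone, and AURKA, ANLN and TOP2A had the largest statistics. The 43 S phase genes had a median of -0.08 (NES of -0.91, permutation q of 0.612), with 18 called lower and 6 higher, or 19 and 7 adjusted over the list alone. The median of each of these 3 lists was negative in all 4 pairs. With the preset correlation, camera put all lists of the 3 families except S phase at a q of 0.05 or lower. Under fry all 18 lists passed, S phase included (lower, q of 0.00131), and with an estimated correlation 0 of the 8 pathway lists passed.

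**Figure D3:**
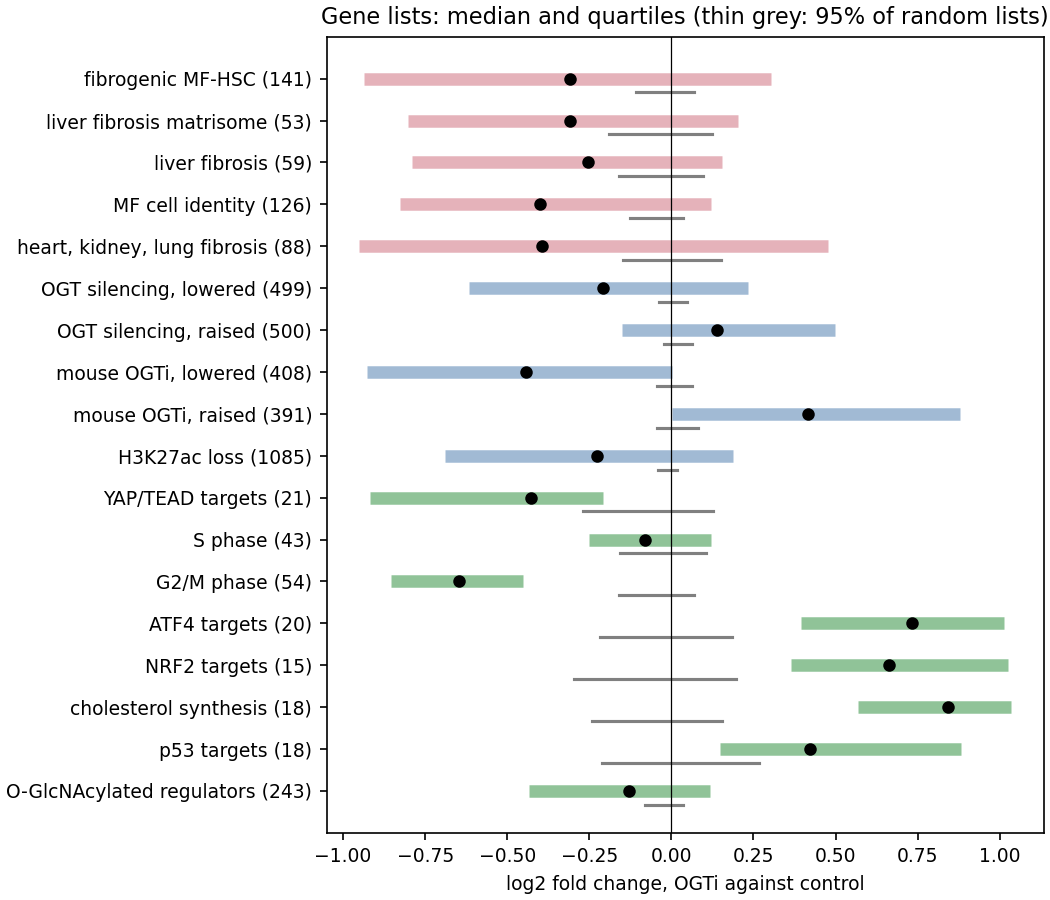
Median (points) and quartiles (bars) of the log2 fold change of each list's genes (x axis), with the number of genes tested beside each name (y axis) and thin grey lines for 95% of random lists matched on expression. The G2/M median of -0.65 was the lowest, the cholesterol synthesis median of 0.84 was the highest, and the S phase median of -0.08 lay among those of random lists.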

Values the study reported

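The study reported RNA sequencing of LX-2 cells given 50 µM OSMI-1 for 24 h. It ran its pathway enrichment on the 500 genes most strongly raised or lowered in each of 3 models of OGT inhibition.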

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

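The tests of explanations in this part were chosen only after the result was seen, while leaving out each replicate was planned. In each group of 4 libraries the highest or lowest value was compared with its nearest neighbour, and the gap was set against the whole range of the group. Of 152 groups tested, 8 had a gap share above the 95% critical value of the Dixon test. Chance gives about 1 in 20 groups, which is 7.6 of 152, so the number was close to what chance gives.

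The share of genes with a fractional count was 13.5% in OGTi replicate 2 against 15.004% to 15.2% in the other OGTi libraries. A smaller depth was tested as the reason. OGTi replicate 4 had a smaller total and a share of 15.1%, which goes against depth, but control replicate 3, the smallest of the 8 libraries, had the lowest share (12.9%), which goes with it. Depth therefore stays open. No biological explanation was tested for this measure.

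Control replicate 3 had a score of -20.4 on the first principal component against -16.2 to -15.5 for the other controls, so it lay farther from the OGTi libraries than they did. It was also the smallest library. With all libraries thinned to its total its score was -20.3 and its gap share of 0.864 stayed above the critical value, which argues against depth. With the GC trend removed the score was -20.0, still outside the other controls, but the gap share of 0.823 fell just below the critical value, so a GC contribution stays open. A difference between cultures stays open as well and was not tested.

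ACTA2 had 254 normalized counts in control replicate 2 against 818 to 920 in the other controls. With the GC trend removed the count was 253 against 815 to 941, and the gap share went from 0.846 to 0.817, just below the critical value. The count itself hardly moved, and the lower gap share came with a wider spread of the other controls. The gap share is therefore no sign of a GC contribution, though it does not exclude one. A wrong label would place the library with the OGTi group, but its first component score was -15.5, among the controls. Reads given to ACTA1, ACTC1 or ACTG2 would raise those genes, but their counts together changed by -591 from the mean of the other controls, while ACTA2 lacked 618. Other actin genes, such as ACTB, were not tested, so reads given to them stay open. OGTi replicate 2 also had the lowest ACTA2 count of its group, so the low value may belong to the culture from which both libraries came. That reading was found on these data and was not tested further. The fall of ACTA2 did not rest on the replicate, since without it the log2 fold change was -1.94 ± 0.15.

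CDKN1A had 1653 normalized counts in control replicate 4 against 1138 to 1218 in the other controls, and 1667 against 1106 to 1251 with the GC trend removed. MSTN had 1872 in control replicate 3 against 1115 to 1158, and 1676 against 1090 to 1172 with the GC trend removed. In OGTi replicate 1, F3 had 2562 against 4176 to 4475 (2659 against 4087 to 4549 with the GC trend removed) and FTL had 98969 against 119550 to 123015 (97579 against 118864 to 129054 with the GC trend removed). TNFRSF10B had 2299 in OGTi replicate 2 against 2030 to 2075, and 2280 against 2052 to 2113 with the GC trend removed. After the correction each value still lay outside the others of its group. The gap share stayed above the critical value for MSTN (0.861), which argues against a GC trend as the whole reason there. It fell below that value for CDKN1A (0.741), F3 (0.756), FTL (0.676) and TNFRSF10B (0.732). For CDKN1A and FTL the flagged count itself moved away from the others, which spread more widely. The lower gap share there is no sign of a GC contribution. For F3 and TNFRSF10B the flagged count moved toward the others. A GC contribution was not excluded for CDKN1A, F3, FTL or TNFRSF10B. Differences between cultures stay open and were not tested. Without the replicate concerned, each of these genes and ACTA2 kept its call and its direction, with log2 fold changes of 1.92 for CDKN1A, -4.08 for MSTN, -1.62 for F3, 1.24 for FTL and 0.81 for TNFRSF10B.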

How the results depend on the processing

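The removal of GC and transcript length trends was chosen after seeing the data. The other alternatives were planned. No result reversed under any alternative tried.

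The number of called genes ranged from 5127 to 5690 across the 4 fits that each left out one replicate number, and from 6041 (edgeR without the block) to 7074 (edgeR with the block) under the other alternatives. Calls higher in OGTi ranged from 2416 to 2723 without a replicate, and calls lower from 2670 to 2967. Calls of at least 2-fold ranged from 1058 to 1103 without a replicate, and from 1143 to 1283 otherwise. Fewer samples account for the lower counts without a replicate. Without the block 6307 genes were called, of which 6043 were shared with the 6541, and all shared calls had the same direction. Upper-quartile factors gave 6514 calls, of which 6429 were shared.

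The 8 single-gene results that the comparison was about kept direction and call under every alternative. Without a replicate, the log2 fold change ranged from -1.03 to -0.91 for COL1A1, from -1.54 to -1.30 for COL1A2, from -2.58 to -2.33 for COL3A1, from -0.79 to -0.56 for BNC2, from -0.50 to -0.39 for TEAD4, from -0.58 to -0.44 for YAP1, from -0.52 to -0.35 for OGT and from -1.84 to -1.73 for OGA. Over all 67 genes named, 998 of 1005 values kept direction and call, 6 were weaker and 1 was stronger. These were ANKRD1, TBP and WWTR1 (weaker) and CCN2 (stronger).

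Camera with a correlation estimated from the data changed the number of lists that passed to 0 of 5 for fibrosis, 3 of 5 for OGT inhibition and 0 of 8 for pathways. The cause was not tested. Without a replicate, 4 to 5 fibrosis lists, 5 OGT lists and 7 pathway lists passed. Over the 18 lists, 179 values kept direction and call, 18 were weaker and 1 was stronger. The matrisome list was weaker with the ranking from edgeR or without the block and without replicate 1 or 4, and S phase was stronger under fry.

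With counts thinned to the smallest total 6412 genes were called, of which 6356 were shared with the 6541. PPARG, which had 10.998 normalized counts on average in OGTi cells, kept its call under this alternative with a log2 fold change of -2.31.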

Other observations

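The tests of explanations in this part were chosen only after the result they bear on was seen, except the splits of the libraries by counts of genes and lists, the thinned counts and the scaling alternatives. For the histone genes and MTRNR2L2, the S phase test and the test of the other copies were chosen after the rise of HIST1H2BK and MTRNR2L2 had been noticed, and before the values of those tests were seen.

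The 8 libraries can be divided into 4 against 4 in 35 ways. Without the block, 1 of the 35 splits, the real one, gave as many called genes (6307), and the largest count of another split was 54, from replicates 1 and 2 against 3 and 4. The same held for the calls higher in OGTi (1 of 35, largest other 28), the calls lower (1 of 35, largest other 28) and the calls of at least 2-fold (1 of 35, largest other 10). Of the 8 splits that part every pair, the largest other count was 3. For the number of lists that passed, 6 of the 35 splits gave as many fibrosis lists, 12 of 35 as many OGT lists and 3 of 35 as many pathway lists. Without the block the real split gave 4 fibrosis lists, against 5 with it. With the block, 2 of the 8 splits that part every pair gave as many fibrosis lists, 4 as many OGT lists and 2 as many pathway lists. These numbers alone therefore do not set the real grouping apart. All of the other splits with as many lists kept 3 libraries of a treatment group together. By the mean absolute median of the lists, 1 of 35 splits was as large in each family. That mean was 0.323 for the fibrosis lists (largest other 0.220), 0.277 for the OGT lists (largest other 0.149) and 0.493 for the pathway lists (largest other 0.308).

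Technical trends were weighed for the calls. With the GC trend removed 6674 genes were called, with the length trend removed 6771, and with counts thinned to the smallest total 6412, which argues against each of these as the whole reason. OGA had a log2 fold change of -1.77 with the GC trend removed and -1.74 with the length trend removed. TBP had 0.30 under the scaling alternative with the larger q, which argues against the choice of scaling. Weaker output of genes with a long genomic span was weighed for BNC2, TEAD1, OGT and OGA. Across 10910 genes, which are not independent replicates, the log2 fold change had a Spearman rho of -0.0794 with span, and the 4 pairs gave 0.06, -0.13, -0.19 and -0.02. Among 5 groups of equal size by span, the group with the longest genes had a median log2 fold change of -0.05 and the group with the shortest 0.03, so a weak trend was present. The rho with transcript length was -0.0919. With the length trend removed the rho with span was -0.0163, and with the GC trend removed it was -0.0535. Most of the span trend therefore went with transcript length. BNC2 and TEAD1 lay at the 98.6 and 95.6 percentile of span, and OGT and OGA at 56.3 and 49.5. With the trend of span removed, BNC2 had a log2 fold change of -0.52, TEAD1 -0.45, OGT -0.43 and OGA -1.79, and all 4 were called lower, which argues against the trend as the whole reason. A contribution of span to these falls stays open, since the 4 pairs did not share a sign and the trend was strongest in the pair where BNC2 and TEAD1 fell most (replicate 3).

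Expression level was weighed for the OGT silencing lists. Of 10000 random lists matched on mean expression, 0 had a median as far from theirs for the lowered list and 0 for the raised list, which argues against it.

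Of the pathway lists outside the question of the comparison, 4 were shifted upward with a median higher in all 4 pairs, and the O-GlcNAcylated regulators were shifted downward with a median lower in all 4 pairs. The 20 ATF4 targets had a median log2 fold change of 0.73 (NES of 1.999, permutation q of 0.000809, 15 called higher, and 15 adjusted over the list alone), with SESN2, ASNS and ATF4 at the top. The 15 NRF2 targets had a median of 0.66 (NES of 1.72, permutation q of 0.00922, 12 called higher and 1 lower, or 13 and 1 adjusted over the list alone), with HMOX1, FTL and GCLM at the top. The 18 cholesterol synthesis genes had a median of 0.84 (NES of 2.03, permutation q of 0.00107, 16 called higher and 18 adjusted over the list alone), with MVD, DHCR7 and FDFT1 at the top. The 18 p53 targets had a median of 0.42 (NES of 1.75, permutation q of 0.00833, 8 called higher and 9 adjusted over the list alone), with CDKN1A, PLK3 and TNFRSF10B at the top. The 243 O-GlcNAcylated regulators had a median of -0.13 (NES of -1.42, permutation q of 0.00672, 90 called lower and 34 higher, and equal numbers adjusted over the list alone), with TLE4, ARID5B and MAZ at the top.

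An effect of OSMI-1 apart from the loss of OGT activity could raise the stress lists. Of the genes that rose, 3 of 15 ATF4 targets, 2 of 12 NRF2 targets, 0 of 16 cholesterol synthesis genes and 1 of 8 p53 targets were also on the list raised by OGT silencing. Among the other genes called higher, 5.46% to 5.56% were on that list. The ATF4 overlap had a one-sided Fisher's exact p of 0.0463 and a q of 0.185 over 4 lists, and the other lists had a q of 0.279 or more. The silencing-lowered list held 3 of all 20 ATF4 targets and 4 of all 18 cholesterol synthesis genes. All 18 cholesterol synthesis genes were higher in OGTi cells, so for those 4 the silencing list has the opposite direction. Overlap with the silencing-lowered list was not tested. The silencing list holds 500 genes only, so a gene missing from it may still have been raised by silencing. The shares on that list were 16.7% for the NRF2 targets and 12.5% for the p53 targets, above those of the other genes, but none of the 4 overlaps passed the adjustment. The effect of the compound and the loss of OGT activity cannot be told apart here, since the lists are short and every OGTi library received the compound.

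The rise of CDKN1A could come from p53 activation. Without CDKN1A, the other 17 p53 targets had a median of 0.34, with 13 higher and 4 lower, of which 7 were called higher and 0 lower. The test chosen for this list and for the S phase list was fry, which passed here (p of 0.00287). Since fry passed every list tested and 2 of 20 random lists, a pass by camera with an estimated correlation was also required, after its values had been seen. The 18 p53 targets, CDKN1A included, had a q of 0.126 there. No pathway list passed that test, so it cannot decide here and p53 activation stays open. Lower cell division without p53 stays open and was not tested.

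Histone genes, chosen after their values were seen, were higher in OGTi cells. Of 58 tested genes with names of the older HIST form, the 21 with a mean of at least 50 normalized counts, a limit also chosen after the values were seen, were called higher. Their median log2 fold change was 1.55 (1.55 with TMM and 1.56 with upper-quartile factors), and among these 21 only HIST1H2AD was not higher in all 4 pairs. Of the 37 with a lower mean, 7 were called higher, 0 lower and 30 were not called, with a median of 0.90. HIST2H4A and HIST2H4B, and HIST2H2AA3 and HIST2H2AA4, had identical counts, so these are shared copies. A larger share of cells in S phase would raise the S phase list. Its median was -0.0807, with 18 called lower and 6 higher, but its genes went both ways (26 lower and 17 higher). The median was negative in all 4 pairs and each list test put the list lower, so the predicted rise was not seen. Camera with an estimated correlation gave a q of 0.193, but no pathway list passed that test, so it cannot decide whether the list fell. The list gave no sign of a larger share of cells in S phase, though it does not exclude one. With the GC trend removed the histone median was 1.54, which argues against that trend. A change in the polyadenylation of histone transcripts stays open and was not tested.

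MTRNR2L2, chosen after its values were seen, had a log2 fold change of 1.23 ± 0.06 with a mean of 91860 normalized counts. The genes of its family are nuclear copies of mitochondrial ribosomal RNA, and the deposited files list 0 mitochondrial genes. If reads of mitochondrial ribosomal RNA were assigned to these copies, all of them would move together. For the explanation of reads shared with mitochondrial ribosomal RNA, 7 of 7 copies tested were higher in 4 of 4 pairs, and their sequences match the mitochondrial genome over 442 to 1291 bases at 82.2% to 95.4% identity. The rise is consistent with shared reads, so the values of these genes may reflect mitochondrial RNA.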
